A study of Mus musculus with 8 samples. Its data were reported in "Lhx2 Determines Odorant Receptor Expression Frequency in Mature Olfactory Sensory Neurons" (2016).

How the data were processed

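The series holds 8 samples of olfactory mucosa taken from mice on postnatal day 1. Biotin-labelled cRNA made from total RNA of each sample was hybridised to 1 Affymetrix Mouse Gene ST array, which measures whole transcripts. In 123Cre mice, Cre recombinase is expressed from the immature stage of the olfactory sensory neuron (OSN) onward. The Emx2 knockout group has Cre and 2 floxed Emx2 alleles (4 samples). The control group holds littermates in which no more than 1 allele can be deleted: 2 samples with Cre and 1 floxed allele, 123Cre:Emx2(fl/+), and 2 samples with 2 floxed alleles and no Cre, Emx2(fl/fl). Groups were taken from the labels. The labels give no litter, sex, array batch or shared RNA pool, so replicate numbers only name samples, and p-values measure the spread between these samples.

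The values used are the log2 values per transcript cluster that the authors deposited. Per the study's methods, a transcript cluster stands for 1 gene, and its value summarises the probes along that gene. The submitters' processing notes name Affymetrix Expression Console, and its version, background correction and normalization method are not given in the sources used here. The study's methods also describe a normalization to the mean difference of mature OSN mRNAs. The values were taken as they stand, and centring on a mature OSN list was an alternative. Medians of the arrays lay between 8.00 and 8.13, lower quartiles between 6.45 and 6.62, and all values between 2.78 and 14.78. The table has 35557 rows. The platform annotation gives 1 gene symbol for 21789 rows, several for 1621 rows and none for 12147 rows. Of the rows with 1 symbol, 21698 matched the reference gene table (assembly GRCm38.p6) by gene number. No gene was named from a row with several symbols, and no coordinates are given because the build behind the array annotation is not given in the sources used here. No array column was identical to another, and the root mean square difference between arrays was at least 0.202. The number of arrays limits the precision.

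All 23410 rows with a gene symbol were tested with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, as knockout against control with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over these rows. Odorant receptor (OR) rows are the 1035 rows with 1 Olfr symbol, 17 of them pseudogenes. For ORs the adjustment was also made over OR rows alone, and the count at an unadjusted p under 0.01 was taken, which is the study's threshold. The design called for class I ORs by current family symbols. The reference gives Olfr symbols, so classes were taken from the MOR names among its synonyms (families up to 42 as class I, from 101 as class II), which placed 120 rows in class I, 900 in class II and 15 in neither. Means of a gene family per sample were compared by an exact two-sided permutation test over the 70 assignments of 8 samples to 4 and 4, whose smallest p is 0.0286. The median absolute log2 difference of OR rows was set against 10000 random sets of other rows matched on decile of mean level. Each array's control genotype was separated in a limma fit with 3 genotypes and 3 contrasts.

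Gene lists and the rule for naming genes were fixed before the data were examined. A list uses 1 row per gene, that with the highest mean over all samples. The 33 lists, 5 of them receptor families chosen by symbol, were tested with camera (preset inter-gene correlation of 0.01, and again with an estimated correlation) and with fry, adjusted over the lists. The text names Emx2, Lhx2, Omp and Gap43; up to 10 ORs in each direction with the largest difference at an unadjusted p under 0.01; up to 10 other genes in each direction with the largest difference at an adjusted p under 0.05, or the 5 with the lowest unadjusted p where fewer than 5 pass; and up to 4 members of a list with the largest difference. Members of the list of ORs probed in situ and of the list called with OmpCre only could be named as well. Other genes named are said to have been chosen after their values were seen.

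The procedure was tested on simulated data with the real row means and residual spreads, 4 samples against 4, over 23410 rows. Of rows changed by 0.5 on the log2 scale, 41.8% were recovered, of those changed by 1, 83.6%, and of those changed by 2, 97.0%. The recovered rows numbered 28, 56 and 64 in the same order. Among 23210 rows that were not changed, 18 were called. False calls thus made up a larger share of all calls in this simulation than the adjusted threshold is meant to allow. Alternatives were the methods' t-test, quantile normalization, centring on the mature OSN list or on the median of other rows, leaving out the dimmest 30% of rows, testing all rows, adding rows with several OR symbols, a variance trend with robust fitting, array weights, control genotype or sex as a term, either control genotype alone, each sample left out in turn, and other thresholds for ORs. After the data had been seen, the same alternatives were added for vomeronasal receptors, immature OSN genes, single named genes and the genotype contrasts, as were 2 fits with a principal component as a term, counts of vomeronasal receptor rows above the dim level by control mean, and sex as a term in the fit of 3 genotypes.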

Results

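The data compare olfactory mucosa of newborn mice that lost Emx2 in OSNs with that of littermate controls. Emx2 is a homeodomain transcription factor, and the question was whether its loss in OSNs changes the abundance of OR mRNAs. Each group has 4 arrays, and all differences below are knockout minus control on the log2 scale of the deposited values. Knockout replicate 2 stood apart from the other arrays. Its mean correlation with them was 0.979, against 0.988 to 0.991 for the rest, and limma gave it an array weight of 0.17. The first principal component held 53.1% of the variance, with knockout replicate 2 at 0.73 and control replicate 2 at 0.32 at its upper end. The second held 18.4% and set all knockouts, at 0.135 to 0.561, above all controls, at -0.384 to -0.241. It did so also without OR and vomeronasal receptor rows (14.7% of the variance, 0.0563 to 0.67 against -0.397 to -0.135).

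The targeted mRNA was lower in every knockout sample. Emx2 mRNA averaged 9.90 ± 0.089 (SD, n = 4) in the knockout and 10.84 ± 0.12 (SD, n = 4) in the control, a decrease of 48.0% with an adjusted p of 0.0014 by limma. Lhx2, the other homeodomain factor studied in OR expression, averaged 12.51 ± 0.085 against 12.52 ± 0.040 (SD, n = 4 each), and the 95% interval of the difference ran from -0.16 to 0.15. Omp, the marker of mature OSNs, differed by -0.06 (SE 0.072, adjusted p = 1.0). Gap43, the marker of immature OSNs, differed by -0.23 (SE 0.068) with an adjusted p of 0.564.

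**Figure D1:**
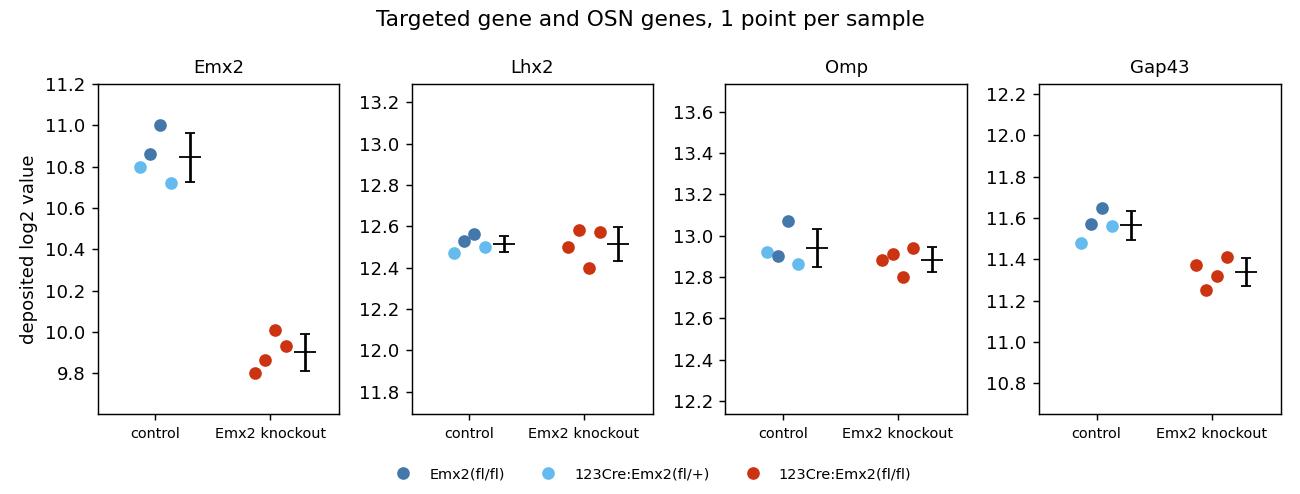
Deposited log2 values of Emx2, Lhx2, Omp and Gap43 (vertical axis, the same span in each panel) in control and Emx2 knockout samples, 1 point per sample coloured by genotype, with mean and SD beside the points. Emx2 averages 10.84 in controls and 9.90 in knockouts, with no overlap.

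Vomeronasal receptor mRNAs made up most of the genes that differed. The vomeronasal organ detects pheromones through the Vmn1r and Vmn2r receptor families. Of 84 rows with an adjusted p under 0.05, 82 fell and 2 rose, and 71 of them carry a vomeronasal receptor symbol, all lower in the knockout. Among rows with 1 symbol, 24 of 119 Vmn1r rows and 11 of 56 Vmn2r rows fell. Among them, Vmn2r113 fell by 2.21 (SE 0.16, adjusted p = 0.00132), Vmn1r71 fell by 2.05 (SE 0.268, adjusted p = 0.015) and Vmn1r89 fell by 1.92 (SE 0.147, adjusted p = 0.00132). Vmn1r27, Vmn1r33, Vmn2r81 and Vmn1r28 also fell, with differences of -1.86 for Vmn1r33, -1.86 for Vmn2r81 and -1.81 for Vmn1r28. Vmn1r71 and Vmn1r33 each lost their call in 5 of the 8 fits that left out a sample. The count of 71 was 42 without knockout replicate 1, 47 without control replicate 3 and 82 without knockout replicate 2. With the methods' t-test, Vmn2r113, Vmn1r89 and Vmn2r81 passed with an adjusted p of 0.0435 each (at most 0.0451 over the alternatives), and Vmn1r71, Vmn1r27, Vmn1r33 and Vmn1r28 did not. Receptors of these families have near-identical copies, so signal can be shared between rows, and Vmn2r113 stands in 2 rows with the same values. Above the dimmest 30% of rows by the mean over all samples, which the fall itself lowers, were 2 of 119 Vmn1r rows and 1 of 56 Vmn2r rows. Both Vmn1r rows fell, Vmn1r89 and Vmn1r86 (-1.39, SE 0.172, adjusted p = 0.0106), and the Vmn2r row, Vmn2r26, differed by -0.26 (SE 0.172, adjusted p = 0.948). By the control mean, 6 of the 7 Vmn1r rows and 1 of the 2 Vmn2r rows above the same level fell. Vmn1r86, Vmn2r26 and the use of the control mean were chosen after the values were seen.

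As families, both fell. The mean over Vmn1r rows was 5.17 ± 0.085 in the knockout and 5.67 ± 0.10 in the control (SD, n = 4 each), and that over Vmn2r rows 5.23 ± 0.064 and 5.74 ± 0.12. Both means were lower in 4 of 4 knockout samples than in any control (exact permutation p = 0.0286 for each, the smallest the design allows; adjusted over 7 family means, 0.10). Adjusted over the list alone, 65 of 118 Vmn1r genes and 30 of 49 Vmn2r genes fell, and camera called both families with a preset correlation and with an estimated one (adjusted p = 0.0352 for both). The fixed list of vomeronasal signalling genes differed by a mean of -0.12, with Tfap2e at -0.24, Gnao1 at -0.17, Meis2 at -0.15 and Kirrel3 at -0.10. None of its 5 measured members passed, and camera's adjusted p of 0.0454 became an adjusted p of 0.287 with an estimated correlation. Markers of respiratory ciliated cells (0.23) and skeletal muscle (0.15) stood higher and those of olfactory bulb and brain (-0.20) lower in the same samples, with adjusted p-values of 0.261, 0.261 and 0.386 with an estimated correlation.

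**Figure D2:**
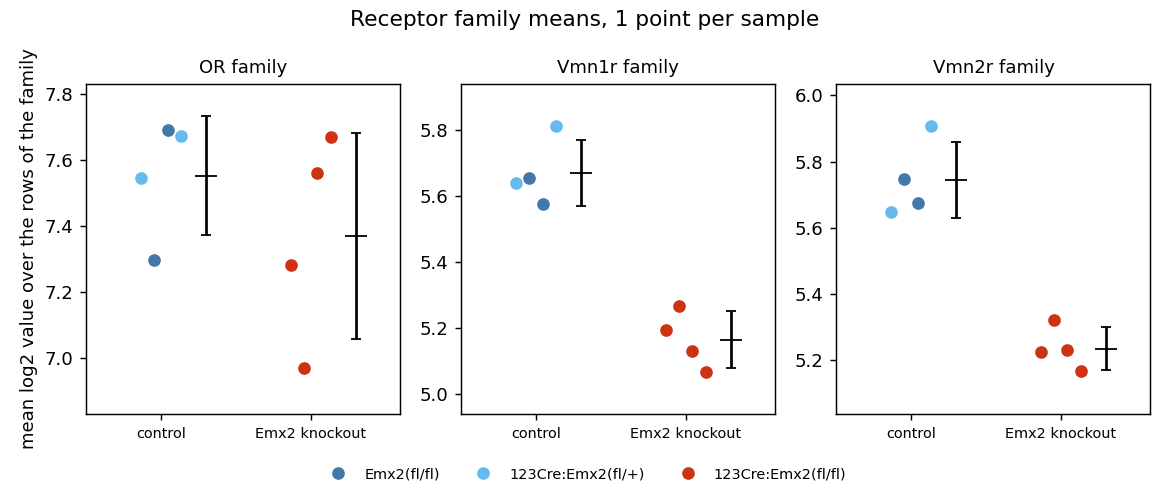
Mean log2 value over the rows of the OR, Vmn1r and Vmn2r families (vertical axis, the same span in each panel) per sample, coloured by genotype, with mean and SD beside the points. The Vmn1r means lie between 5.07 and 5.27 in knockouts and between 5.58 and 5.81 in controls, while OR means overlap.

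Apart from vomeronasal receptors, 13 rows passed. Calr4, a relative of the chaperone calreticulin, fell by 2.07 (SE 0.247, adjusted p = 0.0095), and lost its call without knockout replicate 1. Zpld2 and Gm36028 fell too, with differences of -1.98 for Zpld2 (SE 0.192, adjusted p = 0.0027) and -1.90 for Gm36028 (SE 0.175, adjusted p = 0.00202). With the methods' t-test the adjusted p was 0.12 for Calr4, 0.0706 for Zpld2 and 0.0589 for Gm36028, and all 3 also lost their calls with either control genotype alone (over all alternatives, at most 0.257, 0.105 and 0.0887). In the fit of 3 genotypes, Zpld2 passed against 123Cre:Emx2(fl/+) and Emx2(fl/fl) with adjusted p-values of 0.0381 and 0.0268. Gm36028 passed with 0.0305 and 0.0319, while Calr4 had 0.0982 and 0.107. With sex as a term in the pooled fit, all 3 passed (adjusted p = 0.0253 for Calr4, 0.00609 for Zpld2 and 0.00655 for Gm36028). In the fit of 3 genotypes with sex as a term, none of the 3 passed against either control genotype, and neither did Emx2. In the same order, the adjusted p-values were then 0.466 and 0.109 for Zpld2, 0.416 and 0.121 for Gm36028, and 0.685 and 0.274 for Calr4. The rise that passed outside the ORs was that of Mir100hg, a microRNA host gene, at 0.57 (SE 0.087, adjusted p = 0.035), and it lost its call in 7 of the 8 fits that left out a sample. The next lowest p-values among rises did not pass: Gm5922 differed by 0.75, E330013P04Rik by 1.23, Trpa1 by 0.64 and Vwa3a by 0.47, with adjusted p-values of 0.0577, 0.0586, 0.0866 and 0.0871. The count of 84 rows ranged from 46 to 132 when 1 sample was left out, the lowest without knockout replicate 1 and the highest without knockout replicate 2. It was also over 1.5 times lower without control replicates 2, 3 or 4 (54, 51 and 54) or knockout replicate 3 (55).

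OR mRNAs differed in both directions, and few passed. Over all rows, 2 ORs had an adjusted p under 0.05: Olfr222 fell by 0.72 (SE 0.10, adjusted p = 0.0219) and Olfr214 rose by 0.83 (SE 0.13, adjusted p = 0.0395), and they lost their calls in 6 and 7 of the 8 fits that left out a sample. With the adjustment over OR rows alone, limma called 0 of 1035, with 164 at an unadjusted p under 0.05. The methods' t-test also called 0, with 103 at an unadjusted p under 0.05 and 19 under 0.01. At an unadjusted p under 0.01 there were 49 OR rows, 41 lower and 8 higher, where 10.35 would come from independent rows with no effect. The lowest differences among them were those of Olfr298 at -1.36, Olfr270 at -1.24, Olfr801 at -1.18, Olfr115 at -1.10, Olfr1037 at -0.94 and Olfr1368 at -0.92. Olfr1087, Olfr461, Olfr1424 and Olfr691 followed at -0.84, -0.83, -0.80 and -0.75. The highest were those of Olfr224 at 0.95, Olfr1537 at 0.89, Olfr214 at 0.83, Olfr15 at 0.75, Olfr90 at 0.71 and Olfr45 at 0.65, then Olfr91 at 0.39 and Olfr325 at 0.33. The balance of directions depended on knockout replicate 2 and on the fit. Without that array, 74 OR rows had an unadjusted p under 0.01, 44 higher and 30 lower. With array weights, where it had 0.17, 44 were higher and 80 lower. With the first principal component of other genes as a term, 28 were higher and 157 lower. The count was 26 without knockout replicate 1 and 24 without control replicate 3. With arrays centred on 18 mature OSN genes, fewer than the study used, 31 OR rows past this p were higher and 16 lower.

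**Figure D3:**
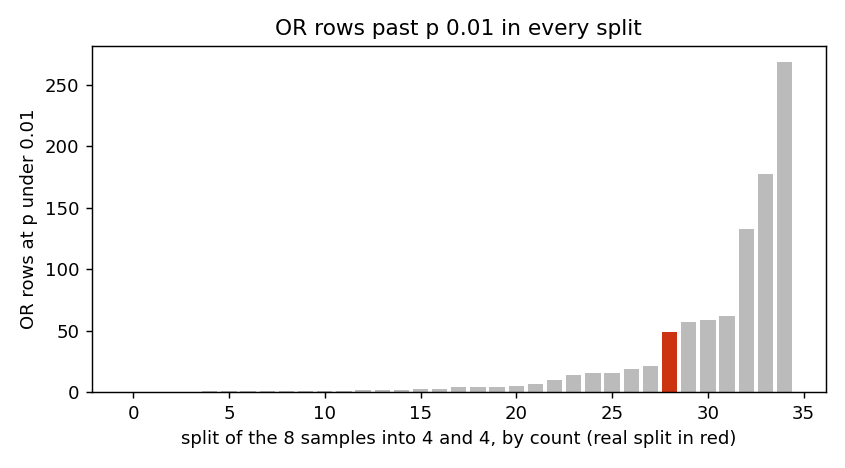
Number of OR rows at an unadjusted p under 0.01 (vertical axis) in each of the 35 splits of the 8 samples into 4 and 4, ordered by count, with the real split in red. The real split has 49 rows, and the highest other split has 268.

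The OR family as a whole did not differ beyond its spread between the pooled groups, a test that ignores the order of the samples. Replicates 1 and 2 of each group come first in that order and had lower OR means than replicates 3 and 4. Among the earlier samples, knockouts stood at 7.282 and 6.972 and controls at 7.547 and 7.299. Among the later ones, knockouts stood at 7.561 and 7.669 and controls at 7.690 and 7.673. Knockouts were thus lower on both sides, but no test with this order as a block was run. The mean over OR rows was 7.37 ± 0.31 in the knockout and 7.55 ± 0.18 in the control (SD, n = 4 each; exact permutation p = 0.286), and the difference of -0.18 became -0.05 without knockout replicate 2, whose mean of 6.97 was the lowest, -0.28 without knockout replicate 4 and -0.04 with arrays centred on mature OSN genes. Class I ORs, the older class, averaged -0.32 over 120 rows and class II ORs -0.16 over 900 rows. The per-sample difference between the classes was not separable between groups (exact permutation p = 0.171), and the shares at an unadjusted p under 0.01, 6.67% and 4.33%, differed with a Fisher's exact p of 0.247. For both classes camera with a preset correlation gave a lower level, which was lost with an estimated one (adjusted p = 0.303 and 0.552).

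The size of OR differences in either direction was compared with that of other rows of like mean level. The median absolute difference of OR rows was 0.22, above the 0.078 typical of matched rows (p = 1e-04, n = 1035 rows, the smallest that 10000 random sets can give), though genes are not independent replicates, and 8 of the 35 splits of the samples gave an OR value as large, up to 0.36. Of these splits, only the real one was balanced over the order of the samples. Centring arrays on mature OSN genes moves the median of all rows by 0.15, and the values were then 0.17 for OR rows and 0.19 for matched rows, so that setting does not set ORs apart from the shift of all rows. With arrays centred on the median of non-OR rows they were 0.21 and 0.086 (p = 1e-04, n = 1035 rows). Of the 13 TAAR rows, which encode receptors for amines, most of them expressed in OSNs, 0 passed over all rows or adjusted over the list alone, in limma or in the methods' t-test, and 3 had an unadjusted p under 0.05 in each. The mean of the TAAR rows was also lowest in knockout replicate 2, at 6.98. Taar9 differed by -0.36, Taar4 by -0.30, Taar6 by -0.27 and Taar8c by -0.26, and the TAAR family's camera call became an adjusted p of 0.32 with an estimated correlation.

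A further 3 lists of ORs came from the study. Of the 17 measured ORs on the list called with 123Cre, 13 fell and 4 rose adjusted over the list alone, and 1 rose and 1 fell over all rows. That list was chosen on these samples and is not independent evidence of its direction, and its camera call became an adjusted p of 0.233 with an estimated correlation. The ORs called with OmpCre only were called in other animals, but ORs also called on these samples were left off that list, so the number passing here is not independent of its choice. Of 12 measured, 0 passed in limma over all rows or adjusted over the list alone, and 5 had an unadjusted p under 0.05. Olfr298 differed by -1.36 (-0.93), Olfr1325 by -1.04 (-0.69), Olfr1249 by -0.43 (-0.25) and Olfr11 by -0.43 (-0.24), each with the value without knockout replicate 2 in parentheses, and camera's adjusted p of 0.000271 became an adjusted p of 0.346 with an estimated correlation. Of 12 ORs probed in situ, 2 passed adjusted over the list alone, Olfr15 and Olfr90, both also on the list chosen on these samples. Olfr308 differed by -0.48 and Olfr17 by -0.39 (-0.20 and -0.29 without knockout replicate 2), and the list as a whole had an unadjusted camera p of 0.778, with a mean of 0.0066, a median of -0.13 and a camera direction below 0.

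Markers of OSN stages were slightly lower, and their means did not pass the exact test. The mean over 18 mature OSN genes differed by -0.14 (exact permutation p = 0.0571) and that over 15 immature OSN genes by -0.12 (exact permutation p = 0.0857), which became 0.02 with arrays centred on mature OSN genes. Without knockout replicate 4 the mature OSN difference was -0.17 (exact permutation p = 0.0286). Adjusted over the list alone, 3 mature OSN genes fell: S100a5, a calcium-binding protein, at -0.52, Rtp2, which helps ORs reach the cell surface, at -0.40 and Ano2, a chloride channel of the olfactory response, at -0.35. None passed over all rows. Of immature OSN genes, 0 passed in limma on either basis and 4 had an unadjusted p under 0.05, with Nhlh2 at -0.35 and Trib3 at -0.25. Camera with a preset correlation called both lists lower (adjusted p = 1.82e-05 for the mature and 0.000537 for the immature list), and with an estimated correlation its adjusted p was 0.233 and 0.303. Among 20 genes of OR choice and trafficking 1 fell adjusted over the list alone, Rtp2, and camera's adjusted p of 0.0187 became an adjusted p of 0.261 with an estimated correlation. Among 18 axon guidance genes 0 passed in limma and 2 had an unadjusted p under 0.05, Efna5 at -0.24 and Ablim1, chosen after its values were seen, at -0.23. The largest differences, those of Cntn4 at -0.30 and Kirrel2 at -0.28, were not past that p, and camera's adjusted p of 0.0103 became an adjusted p of 0.233 with an estimated correlation. Of 4 dorsal OSN genes 1 fell adjusted over the list alone, Nqo1, at -0.57, and camera's adjusted p was 0.0617.

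Markers of other cell types gave no gene that passed. Respiratory ciliated cell genes differed by a mean of 0.23, with 9 of 9 above 0 and Tmem212 at 0.36, and skeletal muscle genes by 0.15, with 7 of 7 above 0 and Actn3 at 0.34. Olfactory bulb and brain genes differed by -0.20, with Slc17a7 at -0.41. Camera called these 3 lists with a preset correlation, and with an estimated one their adjusted p-values were 0.261, 0.261 and 0.386. The other lists were not called, with adjusted p-values of 0.703 for basal cells and OSN progenitors, 0.175 for cell cycle, 0.933 for sustentacular cells, 0.187 for glands and secreted proteins, 0.10 for ensheathing and Schwann cells, 0.989 for macrophages and other leukocytes and 0.187 for erythroid cells. Endothelium had 0.667, cartilage and bone an unadjusted p of 0.765, non-canonical OSN 0.703, ventral OSN 0.703, the unfolded protein response 0.0677, p53 and apoptosis 0.703, immediate-early genes 0.326 and sex-linked genes 0.623. For basal cells and for sustentacular cells the mean was above 0 (0.03 and 0.0026), while the median (-0.06 and -0.0039) and camera's direction were below 0. Of 6 genes at the Emx2 locus only Emx2 passed, and the list had 0.0625.

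The 3 genotypes were then set apart, with 2 samples in each control genotype. Knockout against 123Cre:Emx2(fl/+) gave 42 called rows, 39 of them with a vomeronasal receptor symbol. Knockout against Emx2(fl/fl) gave 32, of which 27 had such a symbol. The 2 control genotypes against each other gave 0 in limma, with 478 rows at an unadjusted p under 0.05. In any contrast of this fit, with or without sex as a term, 1170.5 such rows would come from independent rows with no effect. By Y-linked rows, both 123Cre:Emx2(fl/+) samples were female and both Emx2(fl/fl) samples male, so genotype and sex cannot be told apart between them, and the 0 does not show that they are alike. Of the knockouts, 3 were male and 1 female by the same rows. The sex of knockout replicates 1 and 4 is uncertain, since Xist stood at 9.15 and 9.93 in them. Among samples taken as female, control replicate 4 had the highest Y-linked values. Its Uty was 6.79, against 5.24 in control replicate 1 and 5.33 in knockout replicate 3. The cause was not tested. With sex as a term in this fit, a choice made after the data were seen that rests on the sexes within the knockouts, limma called 0 rows against either control genotype, Emx2 included, with 442 rows at an unadjusted p under 0.05 against 123Cre:Emx2(fl/+) and 1239 against Emx2(fl/fl). Emx2 mRNA differed by -0.86 (SE 0.093, adjusted p = 0.0159) from the first and by -1.03 (SE 0.093, adjusted p = 0.0268) from the second. E330013P04Rik averaged 9.26 in Emx2(fl/fl), 9.88 in 123Cre:Emx2(fl/+) and 10.80 in the knockout, and passed against Emx2(fl/fl) with a difference of 1.54 (SE 0.185, adjusted p = 0.0344) but not against 123Cre:Emx2(fl/+), with 0.92 (SE 0.185, adjusted p = 0.291).

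**Figure D4:**
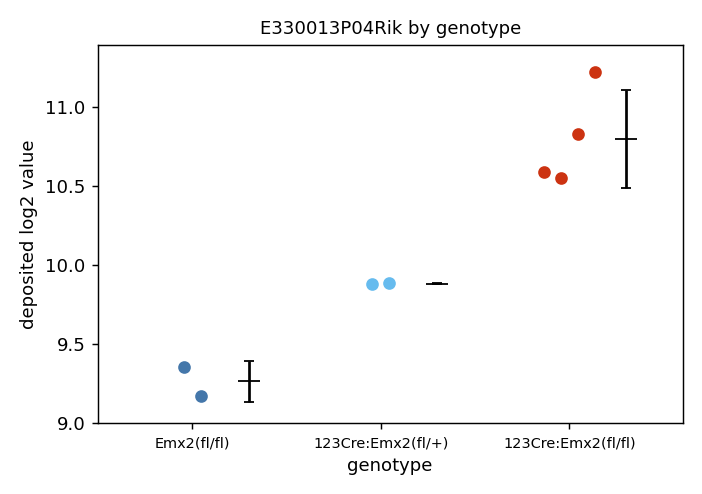
Deposited log2 value of E330013P04Rik (vertical axis) in each genotype (horizontal axis), 1 point per sample with mean and SD beside the points. Means are 9.26, 9.88 and 10.80 for 2, 2 and 4 samples.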

Values the study reported

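For the same mice the study reported that Emx2 mRNA was reduced by 48% (p = 0.00001, n = 4), and that Lhx2 mRNA had a fold difference of 0.99 (p = 0.9343, n = 4). It counted 34 OR mRNAs with p < 0.01 over its experiments with 123Cre and OmpCre, none with an FDR under 1%, and found 6 of the 34 higher in 123Cre:Emx2 knockouts. It gave a mean absolute fold difference of 0.34 ± 0.21 with 123Cre and 0.21 ± 0.12 with OmpCre.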

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

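The tests of the array trend, of vomeronasal signalling genes, of E330013P04Rik and of OR counts without an array were chosen only after the results were seen. Single samples stood far from the other 3 of their group in 6 of 144 sets of 4, where chance gives about 1 in 20, or 7.2. In controls, replicate 2 was the distant sample for Olfr325 (gap over range 0.891) and Vmn1r33 (0.83). In knockouts, replicate 4 was distant for Vmn2r81 (0.904) and Olfr129 (0.842), and replicate 2 for Olfr545 (0.855) and Olfr361 (0.885). Among the 12147 rows with no gene symbol, which the comparisons leave out, 1 was called by limma when all rows were tested. It is 10380579, lower in the knockout by -0.68 (SE 0.0883, adjusted p = 0.0305).

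The fall of vomeronasal receptor mRNAs went beyond chance splits of the samples: the real split gave 71 such rows and no other of the 35 splits gave any (1 split as large). A trend common to all rows would not single out these receptors, but 29.5% of their 241 rows passed, against 0.0561% elsewhere. With quantile normalization the family differences were still -0.535 (Vmn1r) and -0.539 (Vmn2r). These values argue against such a trend. A trend along the second principal component of other genes stays open. Of that component 72.9% lies between the groups, and it cannot be told apart from genotype. With the first component as a term 94 vomeronasal receptor rows were called, but only 0.634% of it lies between the groups, so that fit cannot decide. Fewer vomeronasal neurons in the dissected pieces may account for the fall, whether from dissection or from loss of such neurons in the knockout. The fixed vomeronasal signalling list differed by -0.117 (exact permutation p = 0.286), which decides neither way because other cells of the mucosa express these genes. Markers of respiratory ciliated cells and skeletal muscle stood higher by 0.23 (9 of 9 above 0) and 0.15 (7 of 7) and those of olfactory bulb and brain at -0.20, none called with an estimated correlation (adjusted p = 0.261, 0.261 and 0.386), and dissection and a biological effect of Emx2 loss cannot be told apart here.

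The level of E330013P04Rik was highest in the knockout, though its pooled difference of 1.23 did not pass over all rows (adjusted p = 0.0586) and passed in 7 of 22 alternatives, among them control genotype as a term (adjusted p = 0.0251, and 0.0111 to 0.551 over all). In the reference gene order it lies on the same chromosome as Emx2 with 13 genes between, of which 1, Rab11fip2, was measured as a single named gene and differed by 0.05 (SE 0.237). A variant linked to the floxed allele would give Emx2(fl/fl) controls the knockout level, and presence of the Cre transgene alone would give it to the Cre controls, but the knockout was higher by 1.54 (95% interval 1.11 to 1.97) and by 0.918 (0.487 to 1.35). The sex of the pups, which differs between the control genotypes, did not account for these differences as fitted, since with sex as a term they were 1.53 (1.03 to 2.02) and 0.953 (0.288 to 1.62), though sex was estimated within the knockouts, 1 of them female, and the adjusted p-values became 0.128 and 1.0. The fit with sex also took knockout replicates 1 and 4 as male, although their Xist values were 9.15 and 9.93, so its split is uncertain. Floxed allele and Cre acting together stay open, since 3 genotypes cannot separate their sum from an effect of the deletion. That effect is a hypothesis resting on 2 samples per control genotype.

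The OR differences could come from how samples differ apart from genotype. As many OR rows at an unadjusted p under 0.01 came from 7 of 35 splits, with 49 in the real split and 268 in the highest other. That split set replicates 1 and 2 of each group, which come first in sample order, against replicates 3 and 4. The first principal component also parts them, at -0.0512 to 0.733 against -0.349 to -0.134. The samples thus have a structure of their own, balanced over the groups. The 7 of 35 take no account of it, and no fit with it as a term was run. The median absolute OR difference was as large in 8 of 35 splits (0.219, highest other 0.364). Every other split that reached the real value on either measure was unbalanced over this order. Among splits with as many earlier as later samples on each side, the real split was highest on both measures. The next highest values were 16 rows and 0.188. These splits were set apart after the values were seen. They are too few for the highest of them to reach a p under 0.05. Chance thus stays open for the 49 rows and the median of 0.219, as does an array trend. Without knockout replicate 2 there were 74 such rows, and as many in 4 of the 35 splits of those 7 samples (highest other 187), and with the first principal component of other genes as a term 185, and as many in 2 of 35 splits (highest other 243). Without the outlying array the count rose from 49 to 74, but the rows went from 8 higher and 41 lower to 44 higher and 30 lower. The 74 are thus not the same rows as the 49, so the rise cannot decide whether that array gave the 49. That array did bear on the family mean, since the mean OR difference of -0.182 became -0.0488 without it. The 4 of 35 splits concern how the other samples group, and leave chance open for the 74. An array trend cannot be told apart from an effect of Emx2 loss. The first component hardly follows the groups, and the second follows them closely.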

How the results depend on the processing

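The fits with a principal component as a term and the alternatives for vomeronasal receptors, immature OSN genes, single named genes and the genotype contrasts (sex as a term among them) were chosen after seeing the data. No paired analysis was possible because the labels give no litter or pairing and replicate numbers follow the order of the samples. Emx2 mRNA kept its direction and its call in knockout against control under all alternatives run, from -1.03 to -0.799, and no result reversed as a call. Causes were not tested except where named.

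With the methods' t-test there were 28 rows (27 of them among the 84), 26 vomeronasal receptor rows and 19 OR rows (6 higher, 13 lower). Without the dimmest 30% of rows the numbers were 27, 21 and 32. Of vomeronasal receptor rows with 1 symbol, 2 Vmn1r and 1 Vmn2r were left, with shifts of -1.66 (exact permutation p = 0.0286) and -0.257. That filter uses the mean over all samples, so the fall itself takes such rows out. Array weights gave 224 rows, 124 OR rows and 3 TAAR rows, and a variance trend 1 TAAR row. Called rows were 82 lower and 2 higher as reported (97.6% lower), 172 and 52 with array weights (76.8%), and 55 and 14 with centring on mature OSN genes (79.7%), which moves the median of all rows by 0.15. That centring gave an OR spread of 0.171, with matched rows at 0.186 because all rows move, and 20 rows against Emx2(fl/fl). With only the Cre controls there were 32 rows, 31 vomeronasal receptor rows, 18 OR rows and family shifts of -0.559 (Vmn1r) and -0.543 (Vmn2r); with only controls without Cre, 25, 23, 28, -0.451 and -0.477. Each control genotype holds 1 sex by Y-linked rows, so these 2 settings change sex along with genotype. With sex as a term the fit of 3 genotypes called 0 rows against 123Cre:Emx2(fl/+) and 0 against Emx2(fl/fl), with 442 and 1239 at an unadjusted p under 0.05 in limma. Independent rows with no effect would give 1170.5 at that unadjusted p. With 2 controls the smallest exact permutation p is 0.0667, so no shift can pass. The study's thresholds left 0 OR rows and looser ones (unadjusted p under 0.05, FDR under 10%) 17. The first principal component of other genes as a term gave 273 rows, 185 OR rows and 3 TAAR rows. The first residual component gave 299, 224 and 3. By construction it cannot move a difference and only lowers the error, and the first component hardly moves one (median 0.0137 over other rows), so neither set of counts is evidence of more effects.

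Leaving out 1 sample gave 46 to 132 rows, 42 to 82 vomeronasal receptor rows, 24 to 74 OR rows, 0 to 1 TAAR rows and a mature OSN shift of -0.169 to -0.123, which passed (exact permutation p = 0.0286) without knockout replicate 4. For single genes over all alternatives, 156 values lost their call and 62 gained one. Other splits gave at most 1 row against 84, so chance is excluded for that count. It is not for the 15 lists called by camera (2 of 35 splits as large, highest other 16). For TAAR rows the count of 0 makes all 35 splits as large by construction (up to 5), so splits say nothing of it.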

Other observations

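Of the called genes outside the vomeronasal receptors, 6 that the report does not describe fell, and were chosen after their values were seen. They include B4galnt2, a glycosyltransferase, at -0.81 (SE 0.124, adjusted p = 0.0369), Hs6st3, a heparan sulfate sulfotransferase, at -0.62 (SE 0.0857, adjusted p = 0.0212), and Cdh18, a cadherin, at -0.74 (SE 0.12, adjusted p = 0.0493). Gm14496, Dock5 and Scg3 stood at -0.95, -0.54 and -0.44. Each of the 6 lost its call in 6 or 7 of the 8 fits that left out a sample. A further Cdh18 row differed by -0.47 (SE 0.0856) with an adjusted p of 0.0994.

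Sex-linked rows did not separate the samples cleanly. Xist, transcribed from the inactive X chromosome, stood at 12.54 and 12.87 in control replicates 1 and 4, the 2 controls with Cre, and at 13.07 in knockout replicate 3, where Y-linked Eif2s3y was 5.06, 6.36 and 5.53. The other 5 samples had Eif2s3y between 9.65 and 10.69. Among these, Xist was 6.85 to 7.29 in 3 samples but 9.15 in knockout replicate 1 and 9.93 in knockout replicate 4. Whether a sample held RNA of pups of both sexes, or RNA carried over from another sample, was not tested. The fit with sex as a term took these 2 samples as male and gave 68 called rows, so it rests on an uncertain split.

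The row shared by Xntrpc, Xndc1 and Trpc2, the last a channel of vomeronasal neurons, differed by -0.15 (SE 0.077, 95% interval -0.32 to 0.029). It was chosen after its values were seen and cannot be assigned to 1 gene.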
